A study of Bos taurus with 4 samples. Its data were reported in "Transcriptomic difference in bovine blastocysts following vitrification and slow freezing at morula stage" (2017).

How the data were processed

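Gene expression was measured in 8 pools of blastocysts, 4 grown from vitrified and 4 from slow-frozen bovine morulae. The authors hybridised amplified, dye-labelled RNA of each pool with a control pool on a custom bovine embryo array, with vitrified pools on one slide and slow-frozen pools on another. They then joined a vitrified and a slow-frozen channel in each of the 4 deposited files. The deposited intensity values are median spot and local background brightness per channel from Array-Pro, with no background subtracted, per the file headers. The authors' own normalisation, according to the methods, subtracted the background, took log2, and used lowess within and quantile normalisation between arrays in FlexArray. Group, replicate number and dye of each pool were taken from the sample labels. The labels and methods describe the replicates as separate pools of embryos.

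Each file held 45220 spots and 14 summary lines. Of 45212 spots with a name, 43794 were probes with 1 spot each and 1418 were control spots. In each file some spots are marked as ignored, and the 58 probes so marked in any file were left out. The marks add up to the spots missing from the Cy5 element count alone, so spots ignored in Cy3 are not known. Background was corrected with normexp (offset 50), followed by loess within each file, with control spots given no weight, and quantile normalisation over the 8 channels. A probe was kept where its raw intensity exceeded the 95th percentile of the 153 negative control spots of its pool in at least 3 of the 4 pools of at least 1 group, and 30034 probes were kept; 13760 were left out for low signal or as ignored. The bound ranged from 81 to 332 between pools. No probe was saturated in all pools of a group.

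Gene symbols came from the platform table, in which 21790 probes had 1 symbol, 0 had several and 22004 had none. For 1524 probes the reference gene table (assembly ARS-UCD2.0) gave a newer symbol, which was used to match genes to the lists. Of the probes kept, 16165 had a symbol, for 11737 genes, and a gene was represented by its brightest probe by mean over the pools. For 2911 genes more than 1 probe was kept, and values of the other probes are given beside the named gene.

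Vitrified and slow-frozen pools were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on log2 intensities of the 8 pools as independent samples, with dye as an additive term. Differences are vitrified minus slow-frozen, and p-values were adjusted by Benjamini-Hochberg over all kept probes. The thresholds of the study, a fold of at least 2 and an unadjusted p under 0.05, were applied to the same fit. In total 27 gene lists with at least 5 measured members were tested with camera (correlation 0.01, and again estimated) and fry (directional and mixed), adjusted over the lists. Mean levels of each list per pool were compared by an exact permutation test, whose p-values were not adjusted over the lists. The designs and lists were drawn up with the paper at hand, and several lists hold genes or themes that it reports for these samples. The list results are therefore not independent of the paper's. These designs, the lists and the alternatives were fixed before the data were examined, except where stated. Named genes were chosen by a rule fixed then too: the 10 highest and 10 lowest folds among genes past the adjustment, filled with those past the study's thresholds; the genes the study named; and the 4 members of each list with the smallest p.

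The dye term was past the adjustment for 14 probes, 0 higher and 14 lower in Cy5, and 7.28% of probes had an unadjusted p under 0.05 for dye. In both groups replicates 1 and 2 carried Cy5 and replicates 3 and 4 Cy3, so dye and these numbers cannot be told apart. The pools fell apart mainly by single pools: the first component held 24.8% of the variance, with vitrified replicate 3 at 56.6 and slow-frozen replicate 2 at -34.3. The series' value table holds log2 ratios that the authors deposited. Its columns matched log2 of Cy5 over Cy3 after plain subtraction and loess (r of at least 0.999996 over 43794 probes, slopes from 0.999927 to 1.00017), with medians from -0.00124 to 0.00192. Its scale and direction were thus settled, and it was used as an alternative.

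The procedure was tested on simulated data with the means of the 30034 probes in this comparison. Variances were drawn from the distribution fitted to these probes, and errors were drawn independently for each probe. In 10 runs, 50 probes were changed at each size. At a log2 change of 0.5, 1, 1.5 and 2 the adjusted test recovered 3.0%, 61.8%, 93.8% and 98.4%. A mean of 6.5 unchanged probes per run passed the adjustment and 30.6 were past the study's thresholds. Each run held 200 changed probes, and the adjustment lets more unchanged probes through where many changed ones pass. The 6.5 is therefore not the count to be met where nothing differs. A list shifted by 0.5 was called in 5 of 5 runs and in 0 of 5 runs without the shift. Simulated genes did not vary together, so these runs cannot show how often real lists are called by chance. Alternatives covered background correction, normalisation, the filter, log ratios per file, file as a random block, dye and replicate terms, an intensity trend, the value table, leaving out each pool, and the probe and correlation used for lists. Figures were drawn with matplotlib 3.10.9.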

Results

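Transcript levels were measured on an embryo microarray in pools of bovine blastocysts produced in vitro, 7 per pool by the sample labels, while the methods allow fewer. They had grown in culture from morulae that were cryopreserved either by vitrification, an ice-free solidification at very high cooling rates, or by slow freezing, a controlled cooling with ice outside the cells. There were 4 vitrified and 4 slow-frozen pools, and in each group 2 pools carried the dye Cy5 and 2 carried Cy3. Median raw intensity per pool ranged from 109 to 384, and 63.3% to 74.1% of the 43794 probes were brighter than the negative controls of their pool. Control probes spotted repeatedly on an array varied by 0.16 to 0.20 (SD, log2 of raw intensity) within a pool. After normalisation, the median residual SD of the kept probes between pools was 0.24 (log2). These SDs come from different probes and scales, so they cannot be set against each other. Blastocysts from unfrozen morulae are not analysed here.

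The comparison of vitrified with slow-frozen pools asked which transcripts differ in the blastocyst with the method used to preserve the morula. The paper reports that fewer slow-frozen than vitrified morulae became expanded blastocysts, and only expanded blastocysts were pooled. A difference may therefore also reflect which embryos survived, which cannot be told apart from the method here. CYP11A1, the enzyme of the initial step of steroid hormone synthesis, was 3.05-fold lower in vitrified pools (log2 difference -1.61 ± 0.48, SE, n = 4 pools per group), although only 2 of 4 vitrified pools were above the negative controls. HSD3B1, a later enzyme of the same synthesis, was 2.42-fold lower (-1.28 ± 0.32). PTGS2, the inducible enzyme of prostaglandin synthesis, and FADS2, a fatty acid desaturase, were 2.33-fold (-1.22 ± 0.32) and 2.41-fold (-1.27 ± 0.38) lower. In the other direction, SERPINA5, a secreted inhibitor of serine proteases, was 2.36-fold higher (1.24 ± 0.27), and GLDC, the glycine decarboxylase of the mitochondrial cleavage system, was 2.14-fold higher (1.10 ± 0.27). None of these genes passed the Benjamini-Hochberg adjustment of limma's test over 30034 probes (adjusted p from 0.651 to 0.860).

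After that adjustment 1 probe differed and 0 were lower in vitrified pools. EMBV3_15330, a probe with no gene symbol in the table used here, rose 2.56-fold in vitrified pools (1.36 ± 0.15, adjusted p = 0.048, limma), from 8.999 ± 0.187 to 10.36 ± 0.19 (log2 intensity, mean ± SD, n = 4), and each of the 4 vitrified pools lay above every slow-frozen pool. The test treats the 8 pools as independent, although the methods describe 1 tube per treatment in each production cycle. Whether same-numbered pools share a cycle is not stated. With a replicate block for the numbers the difference was again 1.36, the adjusted p was 0.483 (limma) and 0 probes passed. That fit leaves fewer degrees of freedom for error. With the deposited file as a random block the adjusted p was 0.00634 (limma) and 1 probe passed, although the methods put the channels of a file on separate slides. EMBV3_15330 falls outside the rule for named genes and is given because it was the only call. Its adjusted p moved above 0.05 when any 1 of the 8 pools was left out, to between 0.081 and 0.46. An unadjusted p under 0.05 (limma) was reached by 1444 probes (4.81% of those tested), 734 higher and 710 lower. This is no excess over the 4.99% of unchanged probes that reached it in simulated data with independent errors. Such errors fix that share in advance, so it cannot show what pools that vary together would give. Over the splits of the 8 pools into 4 and 4 the share ranged from 0.68% to 12.2%. For the real groups it was 9.02% with the deposited file as a random block and 2.90% without vitrified replicate 2.

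At the thresholds the study used, a fold of at least 2 and an unadjusted p under 0.05, 57 probes were past both, 20 higher and 37 lower in vitrified pools. Of these, 36 carried a gene symbol (10 higher, 26 lower) and 21 did not (10 higher, 11 lower). In simulated data with variances drawn from the fitted distribution and independent errors, a mean of 30.6 unchanged probes per run were past both thresholds. The groups did not overlap for 28 of the 57 probes. Over all tested probes, 2.47% had groups that did not overlap, against 2.86% for chance splits of 4 against 4. The count was 32 without slow-frozen replicate 2, 101 without vitrified replicate 4, 103 without slow-frozen replicate 1 and 101 without slow-frozen replicate 4. The numbers higher and lower were 16 and 22, 21 and 40, 24 and 31, and 28 and 73 without vitrified replicates 1 to 4 in turn, and 29 and 74, 22 and 10, 28 and 33, and 27 and 74 without slow-frozen replicates 1 to 4. Lower probes outnumbered higher ones in 7 of these 8 fits, the exception being that without slow-frozen replicate 2.

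**Figure D1:**
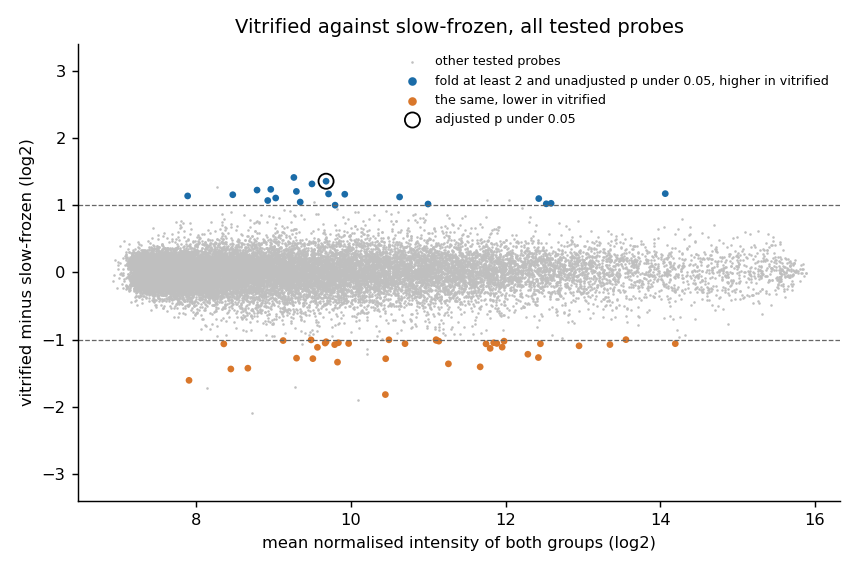
Difference between vitrified and slow-frozen pools (log2, vertical axis) against mean normalised intensity (log2, horizontal axis), 1 point per tested probe. Coloured points are the 57 probes past the thresholds of the study, 20 higher (blue) and 37 lower (orange), and the circle marks the 1 probe past the adjustment; dashed lines mark a fold of 2.

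Of the 10 named genes with the highest values in vitrified relative to slow-frozen pools, AGXT2L1 (now ETNPPL), a phospho-lyase of phosphoethanolamine, differed by 1.17 ± 0.38 (log2, SE), SDS, the serine dehydratase, by 1.16 ± 0.44, and DGAT2, which makes triacylglycerol, by 1.00 ± 0.25. The lysozyme gene LYZ3 differed by 1.16 ± 0.26 and AVIL, an actin-binding protein, by 1.05 ± 0.32. LOC786530, LOC781841 and MGC148328, which have only provisional symbols, differed by 1.41 ± 0.48, 1.21 ± 0.31 and 1.11 ± 0.39. The other 2 were SERPINA5 and GLDC. Another DGAT2 probe differed by 0.39.

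Of the 10 with the lowest relative values, CCL17, a chemokine, differed by -1.44 ± 0.51, CLDN23, a claudin of tight junctions, by -1.28 ± 0.27, and HEBP2, a heme-binding protein, by -1.41 ± 0.44. C23H6orf145 (now PXDC1), PAGE4 and TMEM52 differed by -1.43 ± 0.30, -1.36 ± 0.28 and -1.34 ± 0.35. CYP11A1, HSD3B1, FADS2 and PTGS2 completed the set. The 2 other HEBP2 probes differed by -0.43 and 0.04, and another TMEM52 probe by 0.09, while the 2 other PTGS2 probes differed by -1.01 and -0.69. All 20 genes were past the study's thresholds only, with adjusted p from 0.651 to 0.945.

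Most of the 23 named genes past the study's thresholds missed them when a single pool was left out. Without slow-frozen replicate 2, this held for CCL17 (-0.82), HEBP2 (-0.86), TMEM52 (-0.94), FADS2 (-0.85), PTGS2 (-0.82), AKR1B1 (-0.85), KRT19 (-0.75), ABCC2 (-0.65), AGXT2L1 (0.68), MGC148328 (0.79), GLDC (0.82) and AVIL (0.83). Without vitrified replicate 1 it held for LOC786530 (1.13), AVIL (0.94), CCL17 (-1.02), AKR1B1 (-0.93), KRT19 (-1.01) and ABCC2 (-0.83), and without vitrified replicate 2 for SDS (1.06), AVIL (0.84), DGAT2 (0.90) and KRT19 (-0.999). Without vitrified replicate 3 it held for SDS (0.61), LOC786530 (1.13), MGC148328 (0.79), DGAT2 (0.94), AKR1B1 (-0.89), KRT19 (-0.87) and ABCC2 (-0.86). Without slow-frozen replicate 1 it held for AVIL (0.95) and DGAT2 (0.84), without slow-frozen replicate 3 for HSD3B1 (-0.94), AKR1B1 (-0.79), KRT19 (-0.75) and ABCC2 (-0.97), and without slow-frozen replicate 4 for LOC786530 (0.989), SERPINA5 (0.998), LYZ3 (0.88), SDS (0.93) and DGAT2 (0.81).

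**Figure D2:**
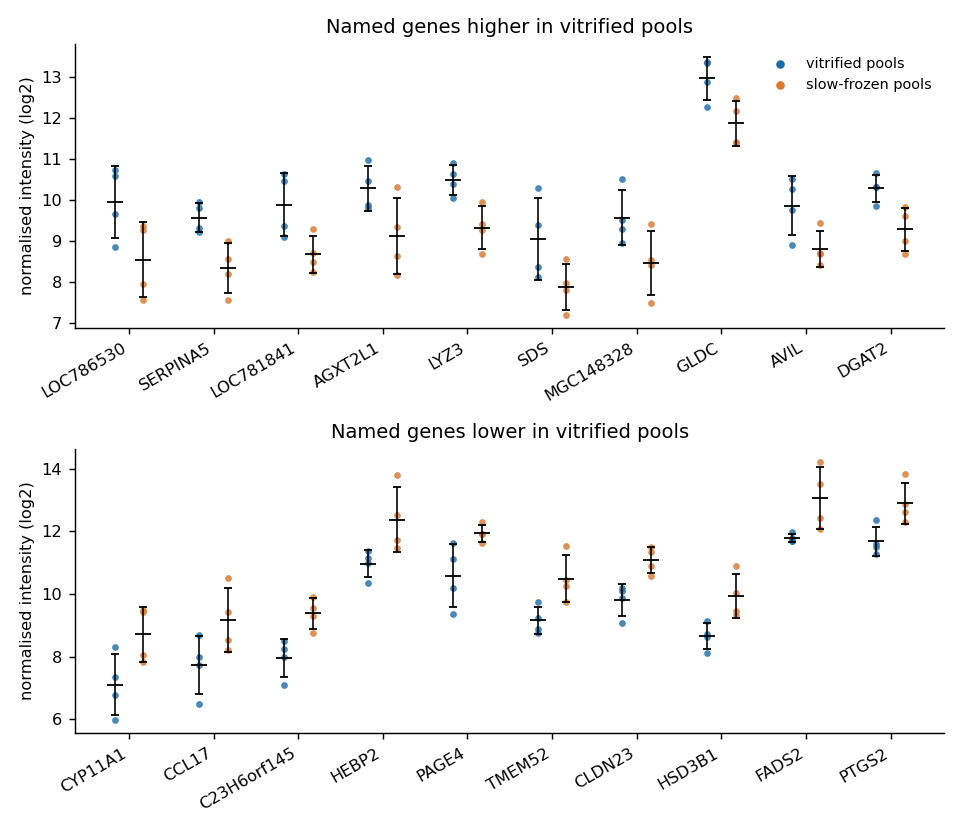
Normalised intensity (log2) of the 10 named genes with the highest and the 10 with the lowest relative values in vitrified pools, 1 point per pool, with mean and SD of the 4 pools per group as bars. Groups are apart for SERPINA5, LYZ3 and DGAT2 in the upper panel, and for C23H6orf145, HEBP2, PAGE4, CLDN23, HSD3B1 and FADS2 in the lower panel. The pools of the other genes overlap.

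Of the genes the study named, 36 had a probe and 34 were tested. DCLK2 was not above the negative controls in any pool, and JAM2 in 1 vitrified pool only. Over all probes 0 of the 34 passed the adjustment, and 23 did so adjusted over the list alone, 9 higher and 14 lower. The study chose these genes on the same samples, except CHUK, the housekeeping gene of its qRT-PCR, so the count is not independent evidence. Apart from CHUK and the 10 it listed for vitrified against slow-frozen blastocysts, the genes came from its comparisons with control blastocysts. A miss of these here does not contradict what the study listed them for. Of the 10 genes it listed for vitrified against slow-frozen blastocysts, 10 had its direction and 9 were past its thresholds; the value of the 1 other gene, NAGK, rests on a single bright spot described below. HS3ST5, a heparan sulfate sulfotransferase, differed by 0.91 ± 0.13 (SE, adjusted p = 0.356 over all probes), with another probe of the gene at -0.06. TRIM64 differed by 0.72 ± 0.18, TKTL1, a transketolase-like enzyme, by 0.85 ± 0.28 (another probe, -0.01), and TBX18, a T-box transcription factor, by 0.57 ± 0.24. Lower values were found for PLAU, the urokinase protease (-0.98 ± 0.28), AKR1B1, an aldo-keto reductase (-1.06 ± 0.34; another probe -0.74), KRT19, a simple-epithelium keratin (-1.06 ± 0.41), ABCC2, an export pump (-1.01 ± 0.34), ACTG2, a smooth muscle actin (-0.83 ± 0.20), SMPD3, a sphingomyelinase (-0.94 ± 0.34), and PLA2R1, a phospholipase receptor (-0.93 ± 0.38; another probe -0.48). The 11 genes that also missed the adjustment over the list alone were NAGK, SPP1 (0.06 ± 0.16), CHUK (0.06 ± 0.21), WBP5 (0.54 ± 0.40), COL9A2 (0.61 ± 0.31), CALB1 (-1.14 ± 0.53; other probes -0.55 and -0.29), APOA1 (-0.93 ± 0.45; another probe -0.71), FBXO32 (-0.27 ± 0.19), ZMYM6 (0.20 ± 0.18; other probes -0.40 and -0.08), VIM (0.77 ± 0.32; above the negative controls in 2 of 4 slow-frozen pools) and TXNL4A (0.16 ± 0.21; another probe 0.09). The list count was 10 without vitrified replicate 1, 11 without vitrified replicate 3, 15 without slow-frozen replicate 2 and 12 without slow-frozen replicate 3.

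NAGK, the kinase of N-acetylglucosamine, had the largest listed fold, 3.74 (-1.90 ± 1.11, adjusted p = 1.00). Its brightest probe read 15.93 in slow-frozen replicate 2 and between 8.90 and 9.85 in the other 7 pools. The 3 other NAGK probes above the negative controls in 8 pools differed by -0.11, 0.06 and 0.10. The bright spot lay in a cluster of 7 adjacent spots, 2 rows by 4 columns, that were each more than 4 log2 units above every other pool.

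**Figure D3:**
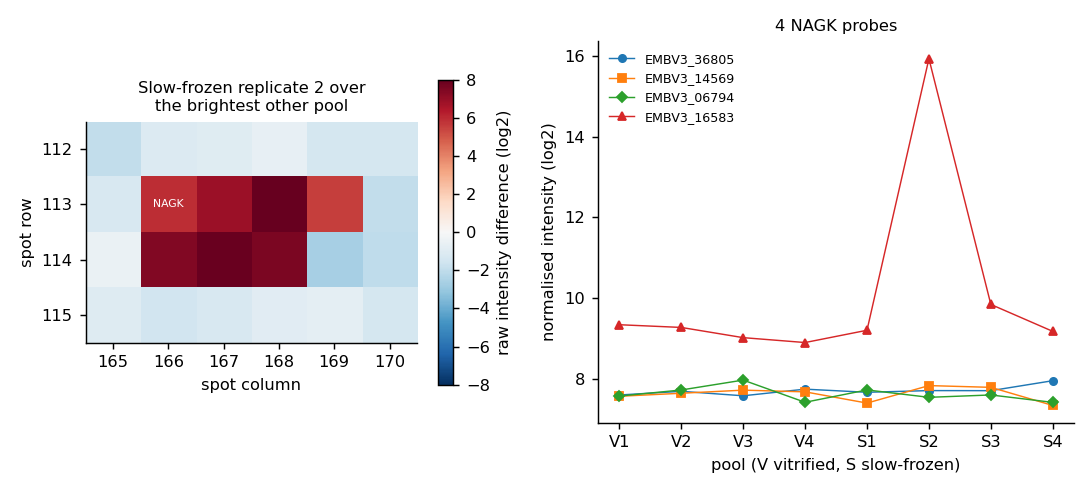
Left, raw intensity of slow-frozen replicate 2 minus the brightest other pool (log2) for the spots around the NAGK spot, by row and column of the array; 7 adjacent spots stand more than 4 log2 units above. Right, normalised intensity (log2) of 4 NAGK probes in the 4 vitrified (V) and 4 slow-frozen (S) pools, where only the probe inside the cluster reaches 15.93.

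Markers of the trophectoderm, the outer epithelium of the blastocyst, were lower as a group in vitrified pools. The median difference of its 27 measured genes was -0.22 (log2), 22 were lower and 5 higher, and 7 of the lower ones and 0 of the higher ones had an unadjusted p under 0.05. DAB2, an endocytic adaptor (-0.69 ± 0.15), DLX3, a homeobox factor of the placenta (-0.66 ± 0.17), SFN, an epithelial adaptor protein (-0.85 ± 0.23), and CYP11A1 (-1.61 ± 0.48) had the smallest p-values, and the 3 other DAB2 probes ranged from -0.42 to 0.39. Over all probes 0 genes passed the adjustment, and 4 did so adjusted over the list alone. The list passed camera's preset-correlation test (adjusted p = 2.03e-06) and had an adjusted p = 0.121 with an estimated correlation. An exact permutation test of the 8 pool means gave a two-sided p of 0.0857, where 0.0286 is the smallest that 4 against 4 can give. The permutation p-values here and below are not adjusted over the lists. The list holds 2 genes that the study named on these samples, and its median was -0.18 without them (adjusted p = 5.85e-05, camera).

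The inner cell mass and hypoblast lists, markers of the other lineages of the blastocyst, had medians of 0.13 (9 of 16 higher, adjusted p = 0.251) and 0.13 (7 of 13 higher, adjusted p = 0.211) and did not pass. Within the inner cell mass list, SPIC (0.81 ± 0.19; another probe 0.44) and PRDM14 (0.68 ± 0.17; another probe 0.35) were the 2 genes past the adjustment over the list alone. KLF4 differed by 0.61 ± 0.24 and ESRRB by -0.35 ± 0.14, all 4 being transcription regulators of pluripotent cells. In the hypoblast list, CDH2 (0.31 ± 0.13), PDGFRA (0.83 ± 0.40; other probes 0.08 and 0.18), SPARC (0.44 ± 0.22) and GATA4 (0.38 ± 0.25) came nearest. Markers of cumulus or granulosa cells (median -0.05, adjusted p = 0.721) and of blood cells (median -0.20, adjusted p = 0.324) did not pass either.

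Genes of tight junctions, adhesion and cavitation were lower as a group, with a median of -0.13 and 28 of 35 lower (camera adjusted p = 0.000416; adjusted p = 0.121 with an estimated correlation; exact permutation p = 0.0286, two-sided). Its median was -0.21 without vitrified replicate 4, -0.19 without slow-frozen replicate 1 and -0.22 without slow-frozen replicate 3. CLDN23 was the 1 lower gene past the adjustment over the list alone, and the 1 higher gene was another claudin, CLDN10 (0.90 ± 0.21). EZR, which ties actin to the membrane, differed by -0.82 ± 0.26 (another probe, -0.31), and DSC2, a desmosomal cadherin, by -0.59 ± 0.18. The cytoskeleton list had a median of -0.19 with 26 of 34 lower (camera adjusted p = 0.000416; adjusted p = 0.121 with an estimated correlation; exact permutation p = 0.0857). Its median was -0.11 without vitrified replicate 3 and -0.11 without slow-frozen replicate 3. Of its 3 genes past the adjustment over the list alone, TAGLN2 differed by -0.64 ± 0.14, ACTG2 by -0.83 ± 0.20 and ACTA2 by -0.68 ± 0.17. These are actins and an actin-binding protein. TMSB4X, which sequesters actin monomers, differed by 0.53 ± 0.19 (another probe 0.53). The 2 lists hold 1 and 3 genes the study named, and they passed camera's preset test without those genes too.

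Prostaglandin and eicosanoid genes had a median of -0.07 with 15 of 20 lower (camera adjusted p = 0.00454; adjusted p = 0.291 with an estimated correlation; exact permutation p = 0.0571). Its median was -0.13, -0.15 and -0.14 without vitrified replicates 2, 3 and 4, and -0.12, -0.18 and -0.04 without slow-frozen replicates 1, 3 and 4. Of 10000 random lists matched on mean intensity, 3.38% had a median as low. The smallest p-values were those of PTGS2, PLA2G15, a lysosomal phospholipase (-0.56 ± 0.16), AKR1B1, and PTGES, a prostaglandin E synthase (-0.34 ± 0.16). Targets of NF-kappa-B and cytokines had a median of -0.09 with 18 of 23 lower (camera adjusted p = 0.00773; adjusted p = 0.121 with an estimated correlation; exact permutation p = 0.0286). Beside PTGS2 and CCL17, the smallest p-values were those of NFKB1, a subunit of the factor itself (-0.74 ± 0.21), and IL1A, a cytokine (-0.54 ± 0.19). Each of these lists holds 2 genes the study named, and neither passed without them (adjusted p = 0.0889 and 0.0983, camera), although the medians were then -0.063 and -0.086, close to those with them. No gene of either list passed the adjustment over the list alone.

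The heat shock and unfolded protein list was lower, with a median of -0.12 and 23 of 34 lower (camera adjusted p = 0.0265; adjusted p = 0.356 with an estimated correlation; exact permutation p = 0.343). EDEM1, which marks misfolded glycoproteins for disposal (-0.60 ± 0.19; other probes -0.34 and -0.14), CIRBP, an RNA-binding protein induced by cold (-0.50 ± 0.16; other probes -0.36 and -0.17), and PDIA4, a disulfide isomerase (-0.38 ± 0.17), were among the 4 genes with the smallest p, with DDIT4, an inhibitor of growth signalling (0.72 ± 0.32), and no gene passed the adjustment over the list alone. The list no longer passed without vitrified replicate 1 (adjusted p = 0.0865, median -0.09), vitrified replicate 3 (0.133, -0.09), slow-frozen replicate 1 (0.227, -0.07) or slow-frozen replicate 4 (0.184, -0.14). It passed with a median of -0.20 without vitrified replicate 4, -0.19 without slow-frozen replicate 2 and -0.05 without slow-frozen replicate 3.

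Nuclear genes of oxidative phosphorylation were higher as a group in vitrified pools, the 1 list that passed in this direction. The median of 37 genes was 0.19, 29 were higher, and 3 of these had an unadjusted p under 0.05 (camera adjusted p = 0.00128; adjusted p = 0.121 with an estimated correlation; exact permutation p = 0.0286). Subunits of respiratory complexes led the list: COX7A2 (0.51 ± 0.18, another probe 0.55), NDUFB3 (0.44 ± 0.18), UQCRB (0.43 ± 0.19) and NDUFB9 (0.35 ± 0.16; another probe 0.19). No gene of the list passed the adjustment over the list alone, and the study named none of its genes.

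**Figure D4:**
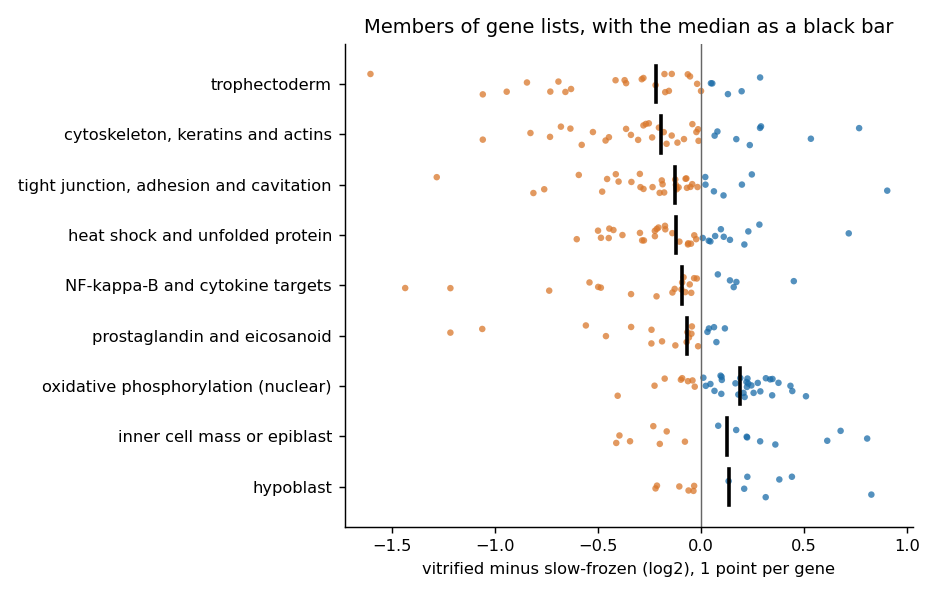
Difference between vitrified and slow-frozen pools (log2, horizontal axis) of each measured gene of the 7 lists past camera's preset test and of the inner cell mass and hypoblast lists, 1 point per gene, with the median as a black bar. The trophectoderm median lies at -0.22 and that of oxidative phosphorylation at 0.19.

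In all, 7 of 27 lists passed camera's test with a preset correlation, 6 lower and 1 higher, and 0 passed with an estimated correlation or in fry's directional test, whose smallest adjusted p was 0.168. In fry's mixed test, which allows members to differ either way, 2 lists passed, the cytoskeleton list and the list of matrix, protease and secreted genes (adjusted p = 0.0262 each). These hold 3 and 4 genes that the study named on these samples, and fry was not run without them. The methods place the vitrified and slow-frozen pools on separate slides, so slide and treatment cannot be told apart in any result above.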

Values the study reported

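The study reported 75 genes that differed at a fold of at least 2 between blastocysts from vitrified and slow-frozen morulae. Among the genes it listed as higher, the fold was 2.482 for SDS, 2.469 for SERPINA5, 2.326 for AGXT2L1, 2.284 for LYZ3 and 2.161 for GLDC. Among those it listed as lower, the fold change was -3.861 for NAGK, -3.326 for CYP11A1, -2.738 for CCL17, -2.631 for HEBP2 and -2.455 for CLDN23.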

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

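The tests of the bright spots and of odd against even numbers were chosen after their results were seen. In 19 of 334 groups of 4 pools (5.69%), 1 pool lay far from the other 3 by the ratio of its gap to the whole range; chance gives about 5%.

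Of the measures of pools, vitrified replicate 1 had more probes above the negative controls than the other vitrified pools (74.1%, ratio 0.911). Repeated control spots varied more in slow-frozen replicate 3 than in the other slow-frozen pools (0.20, ratio 0.980). Of the lists, the oocyte or maternal list was high in vitrified replicate 3 (ratio 0.886), and the glycolysis and pentose phosphate list was high in slow-frozen replicate 2 (ratio 0.837).

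Single pools with high levels of a gene were slow-frozen replicate 2 for NAGK (ratio 0.901), ZMYM6 (0.968) and GNAS (0.841), vitrified replicate 4 for KRT19 (0.837), IDI1 (0.883) and POLR2A (0.832), vitrified replicate 1 for EZR (0.926), and slow-frozen replicate 3 for GSTP1 (0.851). Single pools with low levels were vitrified replicate 3 for SPP1 (0.839) and FSHR (0.853), slow-frozen replicate 2 for TXNL4A (0.883), slow-frozen replicate 4 for SPARC (0.949), vitrified replicate 2 for COL1A2 (0.851), slow-frozen replicate 1 for CRABP1 (0.888), and vitrified replicate 4 for TBP (0.840).

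The high NAGK reading of slow-frozen replicate 2 shares its place with 6 neighbouring spots, ALS2CR4 among them, whose raw intensities were 13716 or more in that pool and at most 1052 in the others; 3 of the 7 were saturated and 4 were among the tested probes. A higher NAGK transcript in that pool is argued against by the 3 other NAGK probes, whose mean there exceeded the other 7 pools by 0.051 (SD of the other pools 0.07), under the 1 log2 unit required. None of 10000 random sets of 4 tested spots spanned as few rows and columns (0 sets), so a local bright patch on the array is a candidate source. The local background there reached 1393, against a median of 32. Without the 7 spots the study's thresholds again gave 57 probes.

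Pools with odd replicate numbers (1 and 3) lay apart from pools with even numbers (2 and 4) on the second component (18.6% of the variance), slow-frozen replicate 2 excepted. No probe passed the adjustment for odd against even (0 in limma), with 9.89% at an unadjusted p under 0.05. Deviations of 473 negative and spike-in control spots, which carry no embryo RNA, correlated by 0.42 on average within odd or within even pools and by 0.20 between them. Only 1 of the 35 splits of 8 pools, this one, gave an excess that large (0.22, against at most 0.07 in the others), so a pattern of the array or hybridisation shared by pools of the same parity may account for part of it. Each deposited file joined pools of the same parity, and loess was run within each file. The control spots were compared on raw intensities, so loess did not make their excess. Splits that keep each file whole but mix odd and even numbers were among those reaching at most 0.07. This argues against a shared file as the only source of the control-spot excess. On the second component, parity cannot be told apart from the files and their processing, and what else sets odd from even numbers was not tested. Treatment was balanced over odd and even numbers; with this term added, 0 probes passed the adjustment, 59 were past the study's thresholds, and the trophectoderm list mean differed by -0.45 within odd and -0.23 within even numbers.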

How the results depend on the processing

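Alternatives chosen after seeing the data were the odd or even term, keeping ignored spots, leaving out the bright patch, and lists without genes the study named. Of 573 values of the 23 named genes past the study's thresholds, 529 stayed past them, 44 did not and 0 changed sign; 5 genes (LOC781841, CYP11A1, C23H6orf145, PAGE4 and CLDN23) stayed in every setting that tested them (the strict filter drops CYP11A1), and 12 were lost without slow-frozen replicate 2. The log2 difference of EMBV3_15330 ranged from 1.27 to 1.44, and its adjusted p, under 0.05 in 8 of 25 settings, from 0.00634 to 0.483. The 1 adjusted call became 0 with no background correction, quantile without loess, the strict filter, log ratios per file with or without a dye term, the eBayes trend, the value table and the odd or even term; the cause was not tested. Same-numbered pools deviated together by 0.16, 0.09, -0.03 and 0.09, which does not establish that numbers pair the pools, nor rule out a shared production cycle. With the replicate block the adjusted call became 0 and the thresholds gave 62 probes (23 higher, 39 lower); 2 of 4 vitrified pools correlated best with their own number.

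Probes at an unadjusted p under 0.05 were 2.80% with loess only and 9.02% with the file as a random block, against 4.81%. The dye count of 14 became 3 with Aquantile, 0 for log ratios with a dye term, 95 with the file as a random block (correlation 0.31) and 0 with the odd or even term; the cause was not tested. The 7 lists became 0 (0 lower, 0 higher) with an estimated correlation, a setting meant to allow for genes that vary together. The estimate was 0.011 for oxidative phosphorylation and -0.0097 for NF-kappa-B, near or below the preset 0.01. Their loss therefore does not show that their members vary together. For the rest of the 7 lists the estimate lay between 0.032 and 0.091. The heat shock list also failed under the strict filter (median -0.16 against -0.12, adjusted p = 0.0658; range over alternatives 0.00233 to 0.356).

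With 1 pool left out (3 against 4), the adjusted calls ranged from 0 to 1, probes past the study's thresholds from 32 to 103 (16 to 29 higher, 10 to 74 lower), genes the study named from 10 to 24, lists from 6 to 9 (5 to 8 lower, 1 to 3 higher) and dye calls from 0 to 6. Genes with differences near 0 changed sign: SPP1 (-0.017 to 0.21; below 0 without vitrified replicate 4), CHUK (-0.17 to 0.21; below 0 without slow-frozen replicate 3 and, at -0.0079, vitrified replicate 3), TXNL4A (-0.039 to 0.33; below 0 without vitrified replicate 3) and RPLP1 (-0.066 to 0.40; below 0 without slow-frozen replicate 4); the cause was not tested. A block for slide or scan was not run, since no slide holds both groups.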

Other observations

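Of the tests below, the leave-one-pool and lineage tests of the trophectoderm list and the splits for probe counts were chosen after the result was seen. Several other lists did not pass camera. In glycine, serine and one-carbon metabolism (median 0.12, 15 of 25 higher, adjusted p = 0.110), GLDC, AGXT2L1 and SDS lay above 0, while CTH, which makes cysteine from cystathionine, differed by -0.60 ± 0.22 (log2, SE). Fatty acid and lipid genes (median -0.08, adjusted p = 0.130) had DGAT2 and FABP3, a fatty acid carrier (0.59 ± 0.17), on one side and FADS2 and SMPD3 on the other. Steroid hormone genes (median -0.05, 10 of 16 lower, adjusted p = 0.0922) were led by HSD3B1 and CYP11A1, with CYB5A at -0.24 ± 0.19 (another probe -0.11) and CYP17A1 at -0.18 ± 0.14. Matrix, protease and secreted genes (median -0.05, adjusted p = 0.229) had SERPINA5 above 0 and CYR61 (-0.91 ± 0.22), PLAU and CTSB (-0.39 ± 0.15) below 0. They passed the mixed test of fry (adjusted p = 0.0262), which was not run without the 4 genes the study named. Genes of oxidative stress defence (median -0.06, adjusted p = 0.200) had GSTM3, a glutathione transferase, at 0.73 ± 0.21 and GSTP1 (-0.63 ± 0.20; other probes -0.46 and -0.34), PRDX5 (-0.47 ± 0.18; another probe -0.32) and HMOX1 (-0.53 ± 0.21) below 0. Apoptosis and p53 genes (median -0.09, adjusted p = 0.0922) had BAX at -0.48 ± 0.14, TP53I3 at -0.49 ± 0.19, SESN1 at -0.36 ± 0.15 (another probe 0.05) and GADD45G at 0.43 ± 0.18.

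The other lists also missed the threshold of camera. Medians and adjusted p were 0.12 and 0.251 for reference genes, 0.06 and 0.231 for chromatin and DNA methylation, 0.07 and 0.526 for glycolysis and pentose phosphate, -0.13 and 0.226 for cholesterol synthesis, and 0.09 and 0.436 for oocyte or maternal transcripts. They were 0.04 and 0.434 for interferon response, -0.03 and 0.721 for the retinoid pathway, 0.01 and 0.825 for cell cycle, -0.03 and 0.721 for imprinted genes, and 0.03 and 0.721 for ribosomal proteins. Among the genes with the smallest p in these lists, NDN, an imprinted gene (0.68 ± 0.16), was past the adjustment over its list alone. The other imprinted genes were ASCL2 (-0.42 ± 0.20), GNAS (-0.31 ± 0.15; other probes -0.13 and 0.16) and PEG3 (-0.28 ± 0.22). Cell cycle genes were CCND2 (-0.49 ± 0.14), CDC25C (0.43 ± 0.15), TYMS (0.44 ± 0.18; other probes 0.02 and 0.06) and RRM2 (0.33 ± 0.17; other probes 0.03 to 0.29), and histone-modifying enzymes EZH2 (0.48 ± 0.19; another probe 0.02), HDAC2 (0.49 ± 0.20), KDM1A (0.28 ± 0.16; another probe 0.06) and HDAC1 (0.28 ± 0.18). SLC2A3, a glucose transporter, differed by -0.61 ± 0.26, beside GPI (0.39 ± 0.17; another probe 0.09) and PGAM1 (0.32 ± 0.17). Cholesterol synthesis was led by GGPS1 (0.31 ± 0.20), HMGCS1 (-0.37 ± 0.24; other probes -0.55 to -0.04), IDI1 (-0.24 ± 0.19) and ACAT2 (-0.20 ± 0.19; another probe 0.02), and maternal transcripts by OOEP (0.32 ± 0.14), ZAR1L (-0.36 ± 0.17), ZP3 (0.17 ± 0.14; another probe -0.12) and BTG4 (-0.19 ± 0.17). Interferon-response genes were ISG12(A) (0.58 ± 0.22; another probe 0.07), GBP4 (0.47 ± 0.22), IFIT5 (0.36 ± 0.27) and IRF7 (-0.33 ± 0.28), retinoid genes CYP26A1 (-0.36 ± 0.16), CRABP1 (0.23 ± 0.15; another probe 0.15), ALDH1A3 (-0.32 ± 0.22; other probes -0.28 and -0.09) and RDH11 (-0.23 ± 0.17), and ribosomal proteins RPS15A (0.21 ± 0.15; other probes 0.20 and 0.22), RPS2 (-0.21 ± 0.15; other probes -0.32 and -0.21), RPS18 (0.21 ± 0.18) and RPLP1 (0.21 ± 0.24). Reference genes were SDHA (0.25 ± 0.14; another probe -0.0041), TBP (0.18 ± 0.15; other probes -0.18 and -0.18), GUSB (0.22 ± 0.19) and POLR2A (0.14 ± 0.14). Markers of cells outside the embryo were COL3A1 (0.46 ± 0.22), FSHR (-0.36 ± 0.22), COL1A2 (-0.35 ± 0.23) and LUM (0.47 ± 0.35) for cumulus or granulosa and PTPRC (-0.42 ± 0.19), SPI1 (-0.26 ± 0.13), HBB (0.37 ± 0.24) and HBA (-0.20 ± 0.16) for blood. Of the genes named in this part, COL3A1 (1 of 4), LUM (2 of 4) and POLR2A (2 of 4) in slow-frozen pools, and SPI1 (1 of 4), HMOX1, ALDH1A3, ASCL2 and CYP11A1 (each 2 of 4) in vitrified pools, were above the negative controls in fewer than 3 pools, so the sizes of their differences are uncertain.

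The lower trophectoderm list was weighed against 3 explanations. That 1 pool carries it stays open: the contrast of list means was -0.34 ± 0.13 (SE) over 8 pools and -0.26 ± 0.13 without slow-frozen replicate 2, the pool that moved it most towards 0, but it came within 2 SE of 0 without vitrified replicate 1 (-0.29 ± 0.15), vitrified replicate 3 (-0.29 ± 0.15) or slow-frozen replicate 3 (-0.31 ± 0.16). Bias that depends on intensity is argued against for this list by 10000 random lists matched on mean intensity, of which none had as low a median (percentile 0). For the prostaglandin list the percentile was 3.38, which missed the bound set for the trophectoderm test, so such bias stays open there. The other lower lists past camera's preset test lay at 1.59 or less, and the higher one at 100. A smaller share of trophectoderm cells in vitrified pools may contribute, and it would raise the markers of the other lineages: the mean of the inner cell mass and hypoblast lists differed by 0.12 ± 0.11 (SE), which leaves that open, being within 2 SE of 0 with members of both lists on either side of 0. The slide, the cryopreservation method and the selection of surviving embryos stay open too, since they cannot be told apart here.

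Chance cannot be excluded as the source of most counts. Of the 35 splits of the 8 pools into 4 and 4, 4 gave at least the 1 adjusted call, the highest other being 22 for the split by dye, whose fit can hold no dye term, with at most 1 in any remaining split, and 8 gave at least the 57 probes past the study's thresholds, the highest other being 181. That split set vitrified replicates 1, 2 and 3 and slow-frozen replicate 1 against the rest, which points to a structure of the pools. It keeps 6 of 8 pools on the side of their treatment. It also sets both pools numbered 1 against both pools numbered 4, so what the structure is stays open. For lists, 3 splits gave at least 7, with at most 11 in another split. The 35 splits disregard a possible pairing of the pools by number. Among splits that keep 1 pool of each number on either side, the real one had the highest counts. The others reached at most 52 probes past the study's thresholds, 4 lists and 0 adjusted calls. Such splits are too few to exclude chance. For the 14 dye calls chance can be excluded only at the smallest share this test can give: 1 of 35 splits gave as many, and the highest other count was 2. Dye follows the replicate numbers, so dye cannot be told apart from whatever these numbers stand for, and 0 calls were left without any 1 pool except vitrified replicate 4 (6 calls). For the genes the study named, the 23 calls over the list alone were reached by 1 split, with at most 20 in another. All of these genes but CHUK were chosen by treatment on these samples, so this says nothing about chance.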
